A study of Homo sapiens with 4 samples. Its data were reported in "Inhibition of FGF receptor blocks adaptive resistance to RET inhibition in CCDC6-RET–rearranged thyroid cancer" (2022).

How the data were processed

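RNA-seq was performed on TPC1 cells, a human papillary thyroid cancer line that carries a CCDC6-RET fusion, after treatment with BGJ398, an inhibitor of the FGF receptor kinases. There were 4 libraries, 2 taken after 6 h and 2 after 24 h. Per the labels, total RNA was purified with a column kit and made into libraries with the Illumina TruSeq RNA protocol. The labels give a dose of 100 micromolar, whereas the methods of the study give the same figure in nanomolar, so the dose is left open here. The labels describe single-end reads and the submitters' processing notes name STAR 2.3, the hg19 build and DESeq2, whereas the methods describe paired-end reads and a later STAR release. For library preparation the methods refer to an earlier passage of theirs that names a stranded TruSeq kit. The read counter, the annotation and the strand setting of the counting are not given in the sources used here. Unless strand was used in counting, overlapping genes may share reads, and so may close paralogs and processed pseudogenes of ribosomal protein genes. No untreated or vehicle-treated library was analysed here, so each value compares 24 h with 6 h of inhibitor and says nothing of the response to the inhibitor itself.

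The authors deposited a table of whole-number read counts for 20372 genes with hg19 coordinates, without normalization. The counts showed no sign of a rescaled unit: every whole number from 1 to 100 occurred, and over values of 10 to 300 no rescaling factor from 0.3 upwards improved the log-likelihood by more than 2.3. That range was set after an earlier one that reached to lower counts had favoured a factor in all 4 libraries, which was not seen over this range. Totals ran from 24958447 to 26325512 counts per library. Of the genes, 4441 had no count. Gene symbols that a spreadsheet had turned into dates numbered 29, and 28 of them were restored from the Ensembl identifier. Replicates were distinct libraries: the chi-square statistic between them was 15.8 per degree of freedom at 6 h and 31.3 at 24 h, over genes with at least 10 counts.

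Genes were tested with the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3, with TMM factors and the filterByExpr filter, which left 12549 genes. Benjamini-Hochberg adjusted p under 0.05 was the threshold. Fold changes are log2 values of 24 h over 6 h with their standard error (SE). Both are from edgeR unless DESeq2 is given as their source, also for genes called by DESeq2. Levels are CPM, counts relative to the library total scaled by the TMM factors, as mean ± SD of 2 libraries. DESeq2 1.42.0 was run as the alternative tool on all genes, with its independent filtering set for an adjusted p of 0.05, which left 7410 genes with an adjusted p. Gene lists, 42 in number, were written before the data were examined, 32 for pathways and 10 for RNA quality or other cell types. They were tested with camera of limma 3.58.1 at a preset correlation between genes of 0.01, adjusted within the pathway lists and within the others, and again with the correlation estimated from the data and with fry. Because nothing states that the replicates came from separate cultures, p-values measure only the spread between these libraries, which may be technical.

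The genes named in the text follow a rule set before the data were examined. It took up to 12 genes per direction with the largest fold change among those past the threshold, with a mean of at least 5 CPM and groups that did not overlap. It also took 12 genes of the FGFR, RET and ERK pathways and up to 2 members of each list for RNA quality or other cell types. From each pathway list with a member past the threshold it took up to 4 members with the smallest p, called or not. Some genes that the rule takes are not reported here. The edgeR test passed no gene, so the parts of the rule that need a call were applied to the DESeq2 calls instead. From the pathway lists only members called by DESeq2 were then taken, which is narrower than the rule. The use of the DESeq2 calls was chosen after seeing the data, as was the choice to print calls by DESeq2 beside each list.

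The steps were tested on simulated data with the means, trended dispersions and library sizes of these 4 libraries, over 12549 genes. Each gene was drawn independently, so the simulated genes shared no variation between libraries. At a simulated log2 fold change of 0.5, edgeR recovered 34 of 67 changed genes and DESeq2 27 of 67. At a change of 1 they recovered 62 of 67 and 57 of 67, and at a change of 2 they recovered 66 of 66 and 65 of 66. Of 12349 unchanged genes edgeR called 9 and DESeq2 called 3. A list shift of -0.70 was simulated together with a trend on transcript length and none on GC. It was recovered as -0.69, or as -0.77 after removal of a length and GC trend. The simulated fold changes had a Spearman correlation of -0.63 with length, against -0.29 in the data. The trend was thus stronger than in the data, and removal of a GC trend was not tested. In each of these fits, with the trend left in or removed, camera with the preset correlation also called 1 other pathway list, which shared 0 members with the shifted one.

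Alternatives fixed beforehand were DESeq2 size factors, the DESeq2 test, no filter beyond 1 count, a mean of at least 10 CPM, the replicate number as a block, each library left out, and other thresholds. Those added after seeing the data were the removal of a smooth trend on transcript length and GC from each library (splines with 5 degrees of freedom), that removal with the block, leaving out mitochondrial-encoded and ribosomal protein genes, DESeq2 at the study's cutoffs (applied in both directions, although the study took lower genes only), DESeq2 at its default filtering, and DESeq2 without each library. Length and GC came from the longest protein-coding transcript in GENCODE annotation of a later build, matched by Ensembl identifier for 97.7% of tested genes.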

Results

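Transcript levels were measured by RNA-seq in TPC1 thyroid cancer cells treated with the FGFR inhibitor BGJ398 for 6 h or 24 h, with 2 libraries per time. The libraries held 25089167 and 24958447 counts at 24 h and 25212226 and 26325512 counts at 6 h. The comparison asks how expression under FGFR inhibition differed between the early and the late time.

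Targets of NF-kB and cytokine genes were lower at 24 h than at 6 h, with a median log2 fold change of -0.69 over 26 measured members, of which 25 were lower, though the median was -0.24 without 6 h replicate 1. Genes of the extracellular matrix were lower by a median of -0.45 over 29 members, of which 27 were lower, or -0.29 without 6 h replicate 1. Genes of cytosolic ribosomal proteins were higher at 24 h by a median of 0.43, in 43 of 43 members, and the 13 genes of the mitochondrial genome by a median of 0.93, against 0.27 and 0.39 without 24 h replicate 2. FGFR1, called neither by DESeq2 nor by edgeR without the replicate block, was at 103 ± 8.65 CPM at 24 h and 134 ± 18.0 CPM at 6 h (SD, n = 2). RET was at 52.1 ± 1.24 CPM against 56.1 ± 0.803 CPM.

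No single gene passed the edgeR quasi-likelihood test, which called 0 of 12549 genes with a smallest adjusted p of 0.173, whereas 3061 genes had an unadjusted p under 0.05. With the replicate number as a block edgeR called 4565 genes, but nothing says what a number shares. DESeq2 called 610 genes, 414 higher and 196 lower at 24 h. Left-out libraries changed the number of calls widely. All 610 DESeq2 fold changes kept their sign without each library in turn. That was all but fixed beforehand, because the 2 times did not overlap in any of these genes. A fit without a library takes its spread from the remaining pair alone, which is the same pair whichever library of a time is left out. With the same pair left, far fewer genes were called by both tools without 24 h replicate 2 than without 24 h replicate 1. The same held without 6 h replicate 1 against without 6 h replicate 2. The calls thus rested largely on 24 h replicate 2 and 6 h replicate 1. In all 610 genes both libraries of one time lay above both of the other, which held for 62.8% of tested genes. For a single gene chance gives 33.3%. Genes were not independent, since the replicate and time differences correlated at 0.67 across them, so this share is no test of time. The largest change among the DESeq2 calls, as estimated by DESeq2, was 0.98 in size on the log2 scale. The DESeq2 calls that were higher had a median transcript length of 1954.5 bases and a median GC content of 41.2%, those that were lower 5357 bases and 54.1%, and all tested genes a median length of 3611 bases. Across genes the time difference had a Spearman correlation of -0.29 with length and -0.34 with GC. For the difference between replicate 2 and replicate 1 these were -0.22 and -0.26, so the trend was not particular to time.

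Of the 26 NF-kB and cytokine genes, edgeR called 0 over all genes and 14 lower when adjusted over the list alone, and DESeq2 called 7 lower over all genes and 15 lower when adjusted over the list alone. The list was called by camera (adjusted p = 8.51e-07), but not with the correlation between genes taken from the data (adjusted p = 0.648 with an estimated correlation). TNFAIP3, which encodes the NF-kB feedback inhibitor A20 (ENSG00000118503, hg19 chromosome 6, 138188351 to 138204449), was at 40.0 ± 1.08 CPM at 24 h and 74.8 ± 21.0 CPM at 6 h (SD, n = 2). Its log2 fold change was -0.89 ± 0.18 (SE), with an adjusted p of 0.173 by edgeR and 0.0025 by DESeq2. ICAM1, an adhesion receptor for leukocytes (ENSG00000090339, chromosome 19, 10381511 to 10397291), was at 57.4 ± 9.01 CPM against 109 ± 33.5 CPM. CSF3, the gene of granulocyte colony-stimulating factor, had a log2 fold change of -0.91 ± 0.21 and TRAF1, an adaptor of TNF receptors, one of -0.97 ± 0.23. Without 6 h replicate 1 the median of the list was -0.24. The 6 h libraries differed in these genes, with 132 CPM of ICAM1 in replicate 1 and 84.9 CPM in replicate 2.

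Among the 29 matrix genes, edgeR called 0 over all genes and 12 lower and 1 higher when adjusted over the list alone. DESeq2 called 12 lower over all genes and 14 lower when adjusted over the list alone. The camera test called the list (adjusted p = 2.05e-06), and the call was lost with the data-based correlation (adjusted p = 0.648 with an estimated correlation). Without 6 h replicate 1 the median was -0.29, and with a length and GC trend removed it was -0.33. The difference between replicate 2 and replicate 1 over the list also had a median of -0.29, in the direction of time. Library variation was thus not told apart from time in these genes. TNC, the gene of tenascin-C, was at 210 ± 42.5 CPM at 24 h and 382 ± 110 CPM at 6 h (SD, n = 2). COL4A1 and COL4A2, which encode basement membrane collagen chains and whose spans overlap on chromosome 13, had log2 fold changes of -0.71 ± 0.19 and -0.73 ± 0.20. COL8A1 had one of -0.74 ± 0.15. Other genes among the largest DESeq2 calls that were lower at 24 h were C3 (-0.80), FBN2 (-0.75), HAS3 (-0.74) and ZC3H12A (-0.72).

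**Figure D1:**
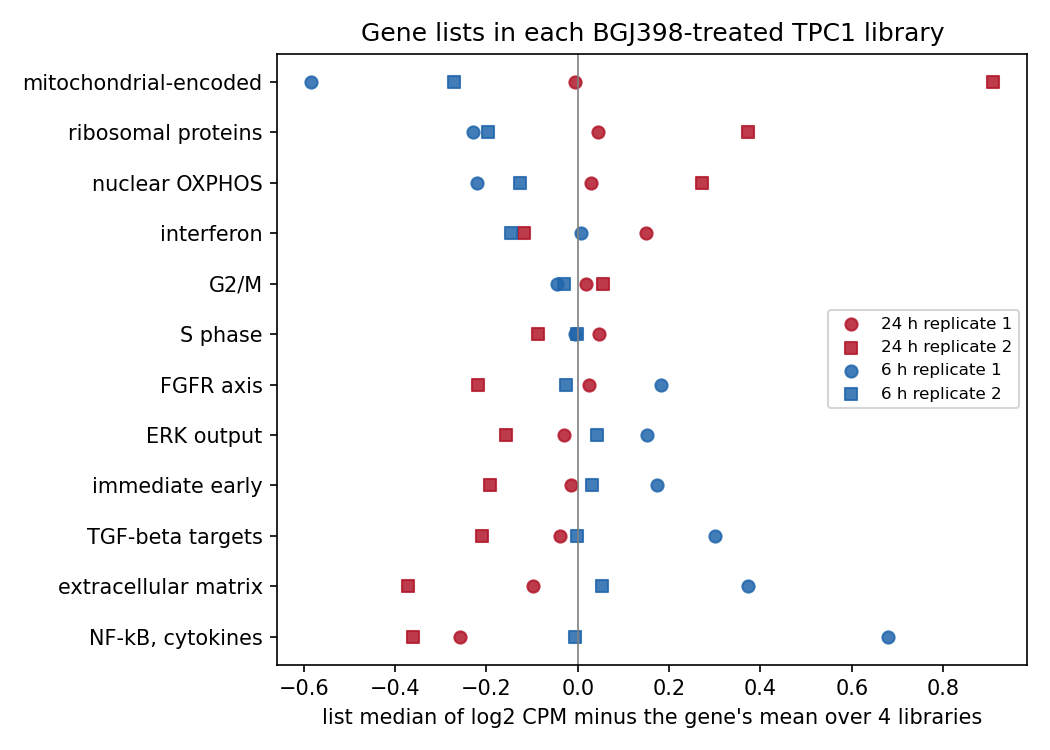
Each point is the median, over the members of a gene list, of log2 CPM in one library minus the gene's mean over the 4 libraries; colors give the time and symbols the replicate number. In NF-kB and cytokine genes 6 h replicate 1 sits at 0.68 and 6 h replicate 2 at -0.01, with the 24 h libraries at -0.26 and -0.36.

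Genes of the FGF receptors, their adaptors and ligands showed no call as a list, with a median of -0.19 over 19 measured members and an adjusted p of 0.114 by camera. The median was -0.36 without 24 h replicate 1, where the list was called (adjusted p = 0.0403), -0.29 without 6 h replicate 2, -0.036 without 24 h replicate 2 and -0.034 without 6 h replicate 1. FGFR1 (ENSG00000077782, hg19 chromosome 8, 38268656 to 38326352) had a log2 fold change of -0.37 ± 0.12 (SE), with an adjusted p of 0.173 by edgeR and 0.0747 by DESeq2. FGFR4 was at 20.4 and 24.7 CPM at 24 h and 6 h and FGFR3 at 5.13 and 6.43 CPM. FGFR2 was close to absent, with 7 and 4 counts at 24 h and 7 and 0 counts at 6 h. It was left out by the edgeR filter and got no adjusted p from DESeq2, which gave none to FGFR3 and FGFR4 either. RET (ENSG00000165731, chromosome 10, 43572475 to 43625799) had a log2 fold change of -0.10 ± 0.09, with an interval of -0.32 to 0.12 (95%), and its sign turned (0.084) once a length and GC trend was removed. CCDC6, its fusion partner in this line, was at 1.95 and 2.71 CPM and got no adjusted p from DESeq2.

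Targets and feedback regulators of ERK had a median of -0.20 over 28 members, of which 23 were lower at 24 h. It was -0.12 without 24 h replicate 2 and -0.16 with a length and GC trend removed. The list was called by camera (adjusted p = 0.00508), but not with the data-based correlation (adjusted p = 0.648 with an estimated correlation). The edgeR test called 0 of the ERK genes over all genes and 0 when adjusted over the list alone, and DESeq2 called 3 lower over all genes and 5 lower when adjusted over the list alone. Among them were IER3 (-0.46 ± 0.14) and the cyclin gene CCND1 (-0.40 ± 0.14). The feedback genes went both ways: DUSP6 had a log2 fold change of -0.025 ± 0.12, DUSP4 of -0.32 ± 0.16, SPRY2 of 0.24 ± 0.10 and SPRY1 of 0.16 ± 0.20. The transcription factor genes ETV4 and ETV5 had values of -0.20 ± 0.10 and -0.21 ± 0.11. None of these 6 genes was called by DESeq2 or by edgeR without the replicate block, but DUSP4 and SPRY1 got no adjusted p from DESeq2. With the block edgeR called SPRY2 (adjusted p = 0.0121) and ETV5 (adjusted p = 0.0233). Immediate early genes had a median of -0.26 over 22 members (camera adjusted p = 0.0039, and adjusted p = 0.648 with an estimated correlation), of which JUNB was called by DESeq2 at -0.43 ± 0.11. DESeq2 called 1 of them over all genes and 0 when adjusted over the list alone, and edgeR called 0 in both. The median was -0.11 without 24 h replicate 2 and -0.16 without 6 h replicate 1, and the call was lost with a filter of a mean of at least 10 CPM (-0.11, adjusted p = 0.0602). EGFR, a receptor tyrosine kinase gene, was also called by DESeq2 at -0.64 ± 0.19.

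**Figure D2:**
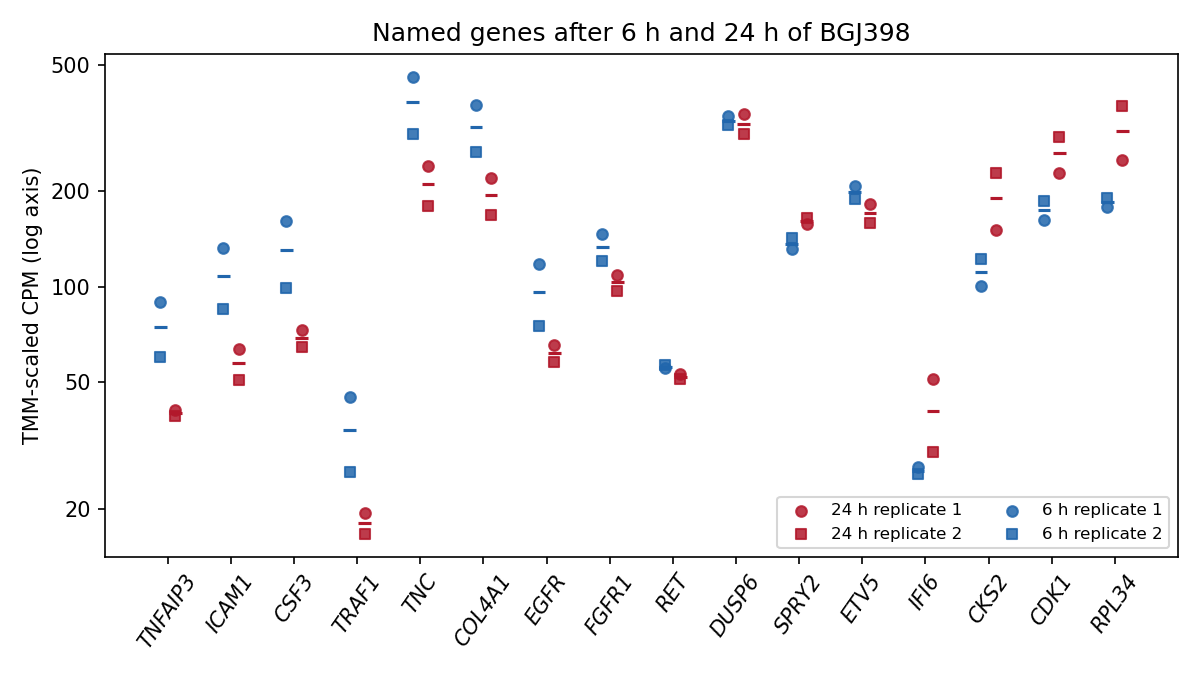
TMM-scaled CPM (log axis) of named genes, with one point per library, colored by time, and a bar at the mean of the 2 libraries of a time. TNFAIP3 lies at 40.8 and 39.3 CPM at 24 h and at 89.6 and 60.0 CPM at 6 h, and RET lies at 52.9 and 51.2 CPM against 55.5 and 56.6 CPM.

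Ribosomal protein genes were called by camera (adjusted p = 1.14e-12), but not with the data-based correlation (adjusted p = 0.522 with an estimated correlation). Without 24 h replicate 2 their median was 0.27 and that of the mitochondrial-encoded genes 0.39, and with a length and GC trend removed they were 0.23 and 0.44. Of 43 ribosomal members edgeR called 0 over all genes and 30 higher when adjusted over the list alone, and DESeq2 called 25 and 34 in the same way. RPS3A had the largest fold change of the DESeq2 calls that were higher, 0.97 ± 0.20, followed by RPL22L1 at 0.84 ± 0.19. Nuclear genes of oxidative phosphorylation had a median of 0.35, with 27 of 30 members higher (camera adjusted p = 1.90e-05, and adjusted p = 0.522 with an estimated correlation). Their median was 0.21 without 24 h replicate 2 and 0.12 with a length and GC trend removed (camera adjusted p = 0.0367). The call was lost with that removal and the replicate block (0.12, camera adjusted p = 0.056). Of them edgeR called 0 over all genes and 17 higher when adjusted over the list alone, and DESeq2 called 8 and 16, among them ATP5F1 (0.53 ± 0.13) and COX7C (0.48 ± 0.13). MT-CO1 was at 6982 ± 2597 CPM at 24 h and 3680 ± 467 CPM at 6 h (SD, n = 2). Of the 13 mitochondrial-encoded genes edgeR called 0 over all genes and 13 higher when adjusted over the list alone, and DESeq2 called 0 in both (camera adjusted p = 1.97e-05, and adjusted p = 0.522 with an estimated correlation). Mitochondrial-encoded genes took 1.68% and 2.98% of counts in the 24 h libraries and 1.09% and 1.40% in the 6 h libraries. These shares moved with time in the same libraries in which the NF-kB and matrix genes were lower, and 24 h replicate 2 stood apart with the highest share.

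Genes of DNA replication and of mitosis showed no shift as lists, with medians of 0.0055 and 0.035 over 33 members each (camera adjusted p = 0.825 and 0.116). Single members were higher by DESeq2, among them CKS2 (0.78 ± 0.19), CDK1 (0.60 ± 0.15) and NEK2 (0.48 ± 0.10) of the mitosis list and GINS1 (0.53 ± 0.12) and PCNA (0.44 ± 0.12) of the replication list. DESeq2 called 3 mitosis genes over all genes and 6 when adjusted over the list alone, and 2 and 2 replication genes, whereas edgeR called 0 over all genes and, adjusted over the list alone, 3 mitosis and 0 replication genes. Interferon-stimulated genes had a median of 0.25 over 28 members (camera adjusted p = 0.118). It was 0.12 with a length and GC trend removed and 0.071 with a filter of a mean of at least 10 CPM. The median was -0.016 without 24 h replicate 1 and 0.073 without 6 h replicate 2, and the list was called without 24 h replicate 2 (0.31, adjusted p = 0.000194) and without 6 h replicate 1 (0.26, adjusted p = 0.00625). Of its members, IFI44 (0.48 ± 0.12) and IFI6 (0.63 ± 0.22) were called higher by DESeq2, which called 2 over all genes and 3 when adjusted over the list alone, against 0 and 1 by edgeR. Thyroid differentiation genes had 8 measured members with a median of -0.32 (camera adjusted p = 0.0544), or -0.17 without 24 h replicate 2 and -0.17 with a length and GC trend removed (adjusted p = 0.417). In this list GLIS3 was called lower by DESeq2 at -0.51 ± 0.16, the 1 call over all genes and adjusted over the list alone, with 0 in both by edgeR.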

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

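DESeq2 calls without each library, DESeq2 at its default filtering and at the study's cutoffs, removal of the length and GC trend, and the test of a shared axis were chosen after seeing the data. The count of 0 genes by edgeR, beside 3061 at an unadjusted p under 0.05, was also 0 with DESeq2 size factors, without a filter, with the stricter filter, with the length and GC trend removed, and without mitochondrial-encoded and ribosomal protein genes. Requiring a log2 fold change past 1 as well could only leave it at 0. At the study's cutoffs, which take lower genes only and were applied here in both directions, edgeR gave 355 genes (268 higher, 87 lower). DESeq2 gave 610 (414 higher, 196 lower), 575 at its default filtering (393 higher, 182 lower) and 462 at those cutoffs in both directions (338 higher, 124 lower). Leaving out each library, with the lone library taken to vary like the pair left, edgeR called 1 gene without 24 h replicate 2, 1 without 6 h replicate 1, 887 without 6 h replicate 2 and 3126 without 24 h replicate 1 (1 to 1756 higher, 0 to 1370 lower). DESeq2 called 1 (1 higher) without 24 h replicate 2, 0 without 6 h replicate 1, 133 (31 higher, 102 lower) without 6 h replicate 2 and 1471 (868 higher, 603 lower) without 24 h replicate 1. The cause was not tested. In the self-test 2 libraries per time allowed calls, but its genes were drawn independently and shared no variation between libraries. It therefore cannot tell whether the number of libraries accounts for the count of 0.

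With the replicate block edgeR called 4565 genes (2363 higher, 2202 lower), among them FGFR1 (adjusted p = 0.0014), FGFR4 (adjusted p = 0.0292), SPRY2 (adjusted p = 0.0121) and ETV5 (adjusted p = 0.0233), none of which was called by edgeR without the block over all 4 libraries, and thyroid differentiation genes were called as a list (-0.32, adjusted p = 0.0435). Deviations of same-numbered libraries correlated at 0.43 across genes, which are not independent replicates, but nothing says what a number shares, so the block is not taken as a pairing. The replicate and time differences correlated at 0.67 across genes, so time was not told apart from an axis shared with the replicate numbers. That correlation was past the bound set for such an axis. It does not by itself tell why calls were added, because the block removes the replicate difference whether or not it goes with time. The genes called with the block may thus reflect time or such an axis. Without the block the replicate difference (SD 0.24 across genes) counts as spread. With it only the part that differed between the times does (SD 0.15), against an SD of 0.31 for the time difference. With the length and GC trend removed in the same fit as the replicate block 3021 genes were called (1293 higher, 1728 lower), which leaves open how far that trend contributes.

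Pathway lists called by camera numbered 12, 7 with the stricter filter, 0 with an estimated correlation, 0 with fry, and 5 to 15 without each library, the 5 without 6 h replicate 1. The lists of NF-kB genes (-0.69), matrix (-0.45) and ERK output (-0.20) kept their medians and lost their calls with an estimated correlation (adjusted p = 0.648) and with fry (adjusted p = 0.451), and kept direction and call in all other fits. Without 6 h replicate 1 the NF-kB median was -0.24 and the matrix median -0.29. With the length and GC trend removed the medians were -0.75 for NF-kB genes, -0.33 for matrix and -0.16 for ERK output. In the same fit they were -0.18 for immediate early genes and -0.22 for TGF-beta targets. Without each library the FGFR list ranged from -0.36 (called, without 24 h replicate 1) to -0.034, interferon from -0.016 (without 24 h replicate 1) to 0.31 (called, without 24 h replicate 2, and also called at 0.26 without 6 h replicate 1), hypoxia from -0.037 to 0.12 (called, without 24 h replicate 2), S phase from -0.096 to 0.042, antigen presentation from -0.12 to 0.073, NRF2 from -0.082 to 0.015, apoptosis from -0.047 to 0.025, drug efflux from -0.071 to 0.081, histones from -0.014 to 0.073, endothelial markers from -0.21 to 0.24 and markers of other epithelial lines from -0.080 to 0.035. Signs also turned without a filter for S phase (-0.00032), histones (-0.0045) and endothelial markers (0.60). They turned with the stricter filter for S phase (-0.028), apoptosis (0.015), drug efflux (-0.013) and the other lines (-0.14). With the length and GC trend removed, without and with the replicate block, they turned for G2/M (-0.018 and -0.018), S phase (-0.012 and -0.017), clock genes (0.016 and 0.016), histones (-0.24 and -0.24), the other lines (-0.012 and -0.014) and RET (0.084 and 0.085). In both of these fits camera called histones lower (adjusted p = 0.0148 and 0.0218), against an adjusted p of 0.907 in the main fit. SPRY1 ranged from -0.0066 to 0.30 and DUSP6 from -0.14 to 0.073 in edgeR without each library. In DESeq2 SPRY1 was at -0.013 without 24 h replicate 1, and DUSP6 at 0.064 without 24 h replicate 2 and 0.015 without 6 h replicate 1. The authors' own p-values were not used here, and a pseudocount applies to no count test. FGFR2, with at most 7 counts in a library, was left out by the edgeR filter and got no adjusted p from DESeq2. DESeq2 gave none to FGFR3, FGFR4, CCDC6, DUSP4 and SPRY1 either. Other limits of depth were not tested.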

Other observations

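Genes of the unfolded protein response had a median log2 fold change of -0.15 over 18 members (camera adjusted p = 0.016, and adjusted p = 0.648 with an estimated correlation), with HYOU1 called lower by DESeq2 at -0.59 ± 0.15 (SE). The call was lost without 24 h replicate 2 (-0.087, adjusted p = 0.0503) and without 6 h replicate 1 (-0.099, adjusted p = 0.102), and the median was -0.25 without 24 h replicate 1 and -0.23 without 6 h replicate 2. Genes of cholesterol synthesis went both ways by DESeq2, with LSS (-0.50 ± 0.13) lower and STARD4 (0.49 ± 0.15) and IDI1 (0.44 ± 0.14) higher at 24 h. TGF-beta targets had a median of -0.32 over 20 members (camera adjusted p = 0.016, and adjusted p = 0.648 with an estimated correlation), and of -0.20 without 24 h replicate 2. Their call was lost without 6 h replicate 1 (-0.13, adjusted p = 0.0704) and with the stricter filter (-0.20, adjusted p = 0.124). In all, with all 4 libraries, camera called 12 of 32 pathway lists, each lower at 24 h, and 0 with an estimated correlation.

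NOX5, chosen after its values were seen, ranked 5 by total counts among the 20372 genes, with 122664 and 123433 counts at 24 h and 106828 and 122106 at 6 h. Whether these reads belong to NOX5 or to an overlapping transcript was not tested. A mean of 10 CPM was reached by 0 of 10 listed markers of thyroid C cells, 2 of 12 of immune cells (CD68 at 204 CPM and LAPTM5 at 98.8 CPM), 1 of 12 of fibroblasts, 2 of 10 of endothelial cells, and 3 of 14 of other epithelial lines, with LGR5 at 450 CPM. With all 4 libraries none of the 5 lists of other cell types was called by camera. Immune markers, with 3 measured members that were all lower (-0.33, adjusted p = 0.133), were called without 6 h replicate 2 (-0.46, adjusted p = 0.0446). Median and mean differed in sign for antigen presentation (-0.023 and 0.0051), apoptosis (-0.0062 and 0.048), histones (0.021 and -0.13) and endothelial markers (-0.09 and 0.08).

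Of the tests that follow, those on length and GC in ribosomal protein and NF-kB genes had their bounds written before the result was seen. Those on library variation, on 6 h replicate 1 and on the mitochondrial-encoded genes alone were chosen after it. A shared feature prompted them: 609 of the 610 DESeq2 calls had a difference between replicate 2 and replicate 1 of the same sign as the difference between times, against 80.9% of all tested genes. The exception was IFI6. The replicate difference also had the sign of the time difference over matrix genes (median -0.29), ERK output (-0.12), the FGFR list (-0.18) and TGF-beta targets (-0.21). For these lists library variation was not told apart from time. Over interferon-stimulated genes it went against the time difference (-0.21).

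The higher level of ribosomal protein and mitochondrial-encoded transcripts at 24 h may be technical in part. With the length and GC trend removed the ribosomal protein median was 0.23 against 0.43 and the mitochondrial-encoded median 0.44 against 0.93, both between the bounds set for and against such a trend as the cause. The replicate difference over the ribosomal protein genes had a median of 0.18, in the direction of time, which also lay between its bounds. Over the mitochondrial-encoded genes it was 0.62, past the bound set for library variation, so their difference between times may be of that kind. A biological change with time was not tested apart from these and stays open.

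The lower level of NF-kB and cytokine genes at 24 h is not explained by transcript length and GC, since the median was -0.75 with that trend removed and -0.69 with it left in. Variation between libraries stays open, because the replicate difference over the list had a median of -0.33 with the sign of the time difference. Without 6 h replicate 1 the median was -0.24, with the middle of the members between -0.52 and -0.12. This lay between the bounds set for and against that library alone as the cause, so the test cannot tell. The members varied together between libraries (estimated correlation 0.85) and a lone 6 h library was left. Their range therefore does not measure the error of the median. As a hypothesis, expression of these genes may decline between 6 h and 24 h of inhibitor, and further libraries would be needed to tell this from a difference in the 6 h cultures.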
